# A meta-analysis of kidney microarray datasets: investigation of cytokine gene detection and correlation with rt-PCR and detection thresholds

**DOI:** 10.1186/1471-2164-8-88

**Published:** 2007-03-30

**Authors:** Walter D Park, Mark D Stegall

## Abstract

**Background:**

Microarrays provide a means to simultaneously examine the gene expression of the entire transcriptome in a single sample. Many studies have highlighted the need for novel software and statistical approaches to assess the measured gene expression. Less attention has been directed toward whether genes considered undetectable by microarray can be detected by other strategies or whether these genes can provide accurate gene expression determinations. In the kidney this is a concern for genes such as cytokines which dramatically influence the immune response but are often considered low abundance genes produced by a small number of cells.

**Results:**

Using both publicly available and our own microarray datasets we analyzed the detection p-value and detection call values for 81 human kidney samples run on the U133A or U133Plus2.0 Affymetrix microarrays (Affymetrix, Santa Clara, CA). For the cytokine genes, the frequency of detection in each sample group (normal, transplant and renal cell carcinoma) was examined and revealed that a majority of cytokine related genes are not detectable in human kidney by microarray. Using a subset of 29 Mayo transplant samples, a group of seven transplant-related cytokines and eight non-cytokine genes were evaluated by real-time PCR (rt-PCR). For these 15 genes we compared the impact of decreasing microarray detection frequency with the changes in gene expression observed by both microarray and rt-PCR. We found that as microarray detection frequency decreased the correlation between microarray and rt-PCR data also decreased.

**Conclusion:**

We conclude that, when analyzing microarray data from human kidney samples, genes generally expressed at low abundance (i.e. cytokines) should be evaluated with more sensitive approaches such as rt-PCR. In addition, our data suggest that the use of detection frequency cutoffs for inclusion or exclusion of microarray data may be appropriate when comparing microarray and rt-PCR gene expression data and p-value calculations.

## Background

The recent completion of the human genome project, improvements in gene level annotation and microarray technology have led to a rapid increase in the number of whole genome microarray based studies for researchers interested in understanding the underlying etiology of various human conditions. However, there remain several significant questions to answer with regard to microarray data acquisition and analyses, including the accurate determination of signal intensity, development of optimal analytical strategies and detection limit thresholds.

The most common oligonucleotide microarray platform is made by Affymetrix Inc. and uses 25-mer probes to target gene sequences. Approximately 22 different probes, equally divided between paired perfect match (PM) and mismatch (MM) probes, make up a probeset which is designed to target a specific gene. Fluorescent data from each PM-MM pair is analyzed by the Affymetrix MAS 5.0 software and a single value for signal intensity, detection p-value and detection call are generated for each probeset. To determine the best method for analyzing the data, multiple software programs and statistical approaches have been developed [1-6]. However, there continues to be much debate regarding the inclusion of both PM and MM probe signal intensities to provide the most accurate measures of expression [7].

Additional interpretation of Affymetrix microarray data frequently includes filtering the data on the basis of the calculated detection p-value from which a detection call of present, marginal or absent is made for each probeset. Often this information is incorporated into downstream analysis strategies by calculating the percent present (%P) or detection frequency for a probeset based on all of the samples in a study and omitting those probesets that fail to reach the threshold. A recent study explored the effect of filtering using a detection frequency cutoff and suggested that filtering ≥ 50% %P may improve downstream analysis [8]. However, typically only 30–40% of probesets are considered detectable in any human tissue sample [9]. Therefore, the decision to include a detection frequency cutoff will dramatically alter the number of probesets used in downstream analysis.

It is important to note that the use of a detection frequency filter presumes that genes which are considered undetectable by the microarray are not actually present in the sample. However, given the lack of sensitivity of microarrays, transcripts of low abundance within a sample may not be detected [10]. One such family of genes are the cytokines which may only be expressed by a small fraction of the cells in human organs, such as the kidney, or by a small number of infiltrating immune cells. Interestingly, several members of the cytokine gene family have been found significantly altered in samples of human renal cell carcinoma (RCC) and kidney transplant rejection [11-15]. In general, these associations have been made using real-time PCR (rt-PCR) and not microarray. To date no report has assessed the detectability of cytokines with microarrays in human kidney under a variety of physiological conditions.

In this study we used a meta-analysis of publicly available Affymetrix datasets to explore the detection frequency of cytokine genes in the human kidney. We then selected a subset of genes with high and low detection frequencies and performed follow-up rt-PCR on a group of kidney transplant samples. Finally, we performed a comparison of gene expression changes observed by microarray and rt-PCR to assess the accuracy of data obtained from high and low detection frequency genes.

## Results

### Cytokine detection frequency in kidney

To assess the frequency with which cytokine genes are identified as present or absent in human kidney we performed a meta-analysis of publicly available (GEO) Affymetrix microarray datasets related to human kidney tissue. Data from the human U133A and U133Plus2.0 was selected as the sequence used for each probeset is identical on each chip, with only the feature size and array density being different. In addition we used data from 30 human kidney samples from our group. 

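The values examined here are the MAS 5.0 signals of these 30 transplant biopsies, each on 1 U133Plus2.0 array of 54675 probesets. The biopsies came from 15 patients, 7 in the TxNormal and 8 in the TxFibrosis group, each sampled at 0 and at 12 months after transplant. The study's other samples are not analysed here. MAS 5.0 weighs each perfect match probe against its mismatch partner, and every array carries the same 2% trimmed mean, 500.05 to 500.07 units. The signals were therefore compared without further scaling. Detection calls were not used here, and a background limit took their place. On each array it was the 95th percentile of 194 probesets for olfactory receptors (135), taste receptors (23) and keratin-associated proteins (36), genes read mainly in sensory epithelium and hair follicles. A probeset above the limit is brighter than about 95% of these reference probesets on that array. This is a different measure from the MAS 5.0 call and does not by itself show specific hybridization. The limit lay between 8.62 and 9.31 on the log2 scale. Of the 54613 non-control probesets, 20.7 to 32.5% lay above it per array, with a median of 28.0%.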

In total there were 81 samples for which both Affymetrix derived detection p-values and detection calls had been made. For simplification the samples were categorized into one of three groups: normal kidneys (n = 15), transplanted kidneys (n = 36) and RCC (n = 30). The thresholds for determining detection calls, the default set by Affymetrix, were the same for all samples.

According to the 4-16-06 Affymetrix annotation file for the U133Plus2.0, there are 393 probesets identified as being related to the "cytokine activity" Gene Ontology classifier (GO:0005125), including many chemokine, interleukin and interferon genes. We also included 5 probesets for the pro-inflammatory genes TGF-β_1 _and FoxP3 which were previously associated with post kidney transplant outcomes using rt-PCR [15,16]. 

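Interferons, the antiviral cytokines, lay above the background limit on under 25% of the 30 transplant arrays with 17 of 18 probesets, the exception being IFNA17 on 11 arrays. For interleukins, which carry signals between leukocytes, this held for 56 of 60 probesets, and for the chemokines that draw leukocytes into tissue for 38 of 56. Ligands of the TNF superfamily gave 17 of 25, and the TGF-beta family with the colony-stimulating factors 66 of 77. With the 3 probesets of FOXP3, which the study counts along with them, 197 of 239 probesets for 154 genes (82.4%) fell under 25% of arrays, and 162 were above the limit on no array. Among the other 54374 non-control probesets 36779 (67.6%) fell under 25%, an odds ratio of 2.24 (95% confidence interval 1.60 to 3.21, two-sided Fisher's exact p = 3.38e-07). Against only those with a single gene symbol (63.4%) the odds ratio was 2.71. On every array 14 cytokine probesets were above the limit: TNFSF10 with 3, CXCL14 and CXCL12 with 2 each, and MIF, TNFSF13, KITLG, CX3CL1, GDF7, IL1B and TGFB3 with 1 each. Several of these, such as CXCL12 and KITLG, are made by stromal and epithelial cells without immune stimulus. IFNA17 and the genes above the limit on every array, apart from IL1B, were picked out after their values were seen. The share depends on the limit, with 76.6% at the 90th and 92.5% at the 99th percentile, and probesets of one gene are not independent.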

Of the 398 total probesets, 244 (61.3%) had a detection frequency less than 25%.

Table 1 shows a subset of the cytokine probesets, selected primarily because they are designed to detect specific interleukin or interferon genes. The name of the gene and detection rate for all of the samples is provided as well as the breakdown of the detection frequency in the various types of samples. Importantly, using the gene name as an identifier, it is clear that multiple probesets are present for many genes but that these replicate probesets may not always generate similar detection rates. For example, the Interleukin 1 alpha gene has two probesets, one with an overall detection rate of 63% while the other is just 1%. It is unclear what the cause of such variation is but sequence variants or poor probe design seem like plausible explanations.

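In the 30 transplant arrays, interleukin 1 alpha, an alarm cytokine stored in epithelial cells, stayed below the background limit with both probesets. One had a log2 signal of 7.63 ± 0.38 (mean ± SD over all 30 arrays), its highest array at −0.53 relative to the limit, and the other one of 5.95 ± 0.94, at most −1.30 relative to the limit. Interleukin 1 beta, released by activated macrophages, was above the limit on 30 arrays with one probeset (9.65 ± 0.38) and on 13 with the other (8.76 ± 0.79). Those 13 were 5 of 7 TxNormal and 5 of 8 TxFibrosis arrays at 0 months, against 0 of 7 and 3 of 8 at 12 months. Interleukin 8 (CXCL8), which attracts neutrophils, was above the limit on 9 arrays with one probeset (8.60 ± 0.93), 8 of them at 0 months, and on 0 with the other (5.26 ± 1.24). IL2, IL3, IL4, IL5, IL7, IL11 and IL13, growth and helper factors of lymphocytes and other blood cells, were above the limit on 0 of 30 arrays with each of their probesets analysed here.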

### Detection by rt-PCR versus microarray

Using 29 of the 30 human Mayo kidney transplant samples, we compared the detection frequency of cytokines for both microarray and rt-PCR. We selected a small group of cytokines that had been previously described using rt-PCR to be associated with various clinical post-transplant events but were represented by only one probeset (Table 2). We also looked for genes that had multiple undetectable probesets from the meta-analysis (TGFβ_1 _and FoxP3). Finally, we included the IFNγ-receptor 1 (IFNγ-R1) gene to serve as a positive control. 

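The IFNγ-R1 gene (IFNGR1) encodes the chain of the receptor that binds IFNγ and is read in most nucleated cells. On the 30 transplant arrays one of its 3 probesets was above the background limit on every array, with a log2 signal of 11.12 ± 0.38 (mean ± SD). Another (9.67 ± 0.67) was above it on 26 arrays, 6 of 7 and 7 of 7 in TxNormal at 0 and 12 months and 6 of 8 and 7 of 8 in TxFibrosis. The remaining probeset (8.50 ± 0.59) was above it on 8 arrays, 5 of them 12-month TxFibrosis arrays. IFNGR2, the signalling chain of the same receptor, was above the limit on all 30 arrays (10.63 ± 0.16).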

There are three probesets for this gene on the U133Plus2.0, all of which were detected in 100% of human kidney samples.

To rule out incompatible probe sequence design issues we performed a BLAST search of the Affymetrix consensus sequence for each probeset. We found that, although there are three probesets attributed to the FoxP3 gene on the microarray, only one of the probesets has 100% homology to the FoxP3 Reference Sequence number (NCBI: NM_014009). The other two probesets bind to the JM2 sequence (NCBI: AJ005891) and do not share 100% homology to the same FoxP3 sequence. 

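FoxP3 is the transcription factor that directs regulatory T cells, a small part of the leukocytes in a kidney biopsy. Its matching probeset had log2 signals of 5.15 ± 0.51 and 6.11 ± 0.72 in TxNormal at 0 and 12 months (mean ± SD, n = 7) and of 4.80 ± 1.37 and 4.59 ± 1.12 in TxFibrosis (n = 8). Its highest array lay at −2.01 relative to the background limit. The JM2 probesets were also below the limit on all 30 arrays. One, which ran from 6.37 ± 1.27 in 12-month TxFibrosis to 7.74 ± 0.34 in 0-month TxNormal, came to −0.40 at most, and the other to −3.40.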

A similar probe design issue applies to one of the three IFNγ-R1 gene probesets which actually binds to the intron region of the DNA sequence for the gene and is therefore unsuitable for mRNA analysis. This finding has been corroborated elsewhere [17].

Once the probeset sequence was confirmed we performed a comparison of the detection sensitivity between the two platforms using separate aliquots of RNA from each sample. Seventy ng of total RNA was used for microarray processing whereas each rt-PCR reaction used the equivalent of 10 ng total RNA (1 μg RNA aliquot was cDNA amplified and diluted 1:100). For the genes TNFα, IFNγ, IL-10, TGF-β_1 _and FoxP3, none of the Mayo transplant samples were detectable using the microarray (detection p-values ranged from 0.562 to 0.9536) whereas using rt-PCR all of these genes were detectable for all samples tested. Likewise IL-6, selected because it was detectable in 70% of the microarray samples, and the positive control, IFNγ-R1, were detectable by rt-PCR for all samples. In addition, although a relative standard curve was employed to monitor detection by rt-PCR, we did record the minimum and maximum Ct for each gene target (Table 2). 

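TNFα, an early product of activated macrophages, gave a log2 signal of 8.22 ± 0.47 and 7.72 ± 0.91 in TxNormal at 0 and 12 months (mean ± SD, n = 7) and of 8.01 ± 0.50 and 8.01 ± 0.61 in TxFibrosis (n = 8). It passed the background limit on 1 of 30 arrays, a 12-month TxFibrosis array, by 0.06. IFNγ, secreted by T and NK cells, stayed below the limit on all 30 arrays, with group means of 6.46 ± 0.51 to 6.93 ± 1.11 and its highest array at −1.07 relative to the limit. IL-10, which damps inflammation, ranged between group means of 5.51 ± 0.98 and 6.18 ± 1.17 and came to −1.67 at most. For TGF-β1, the growth factor behind much of tissue scarring, both probesets stayed below the limit, their highest arrays at −0.75 and −0.82. From genes that the array missed and rt-PCR found in the same RNA samples, the paper concludes that rt-PCR is the more sensitive platform.

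**Figure D1:**
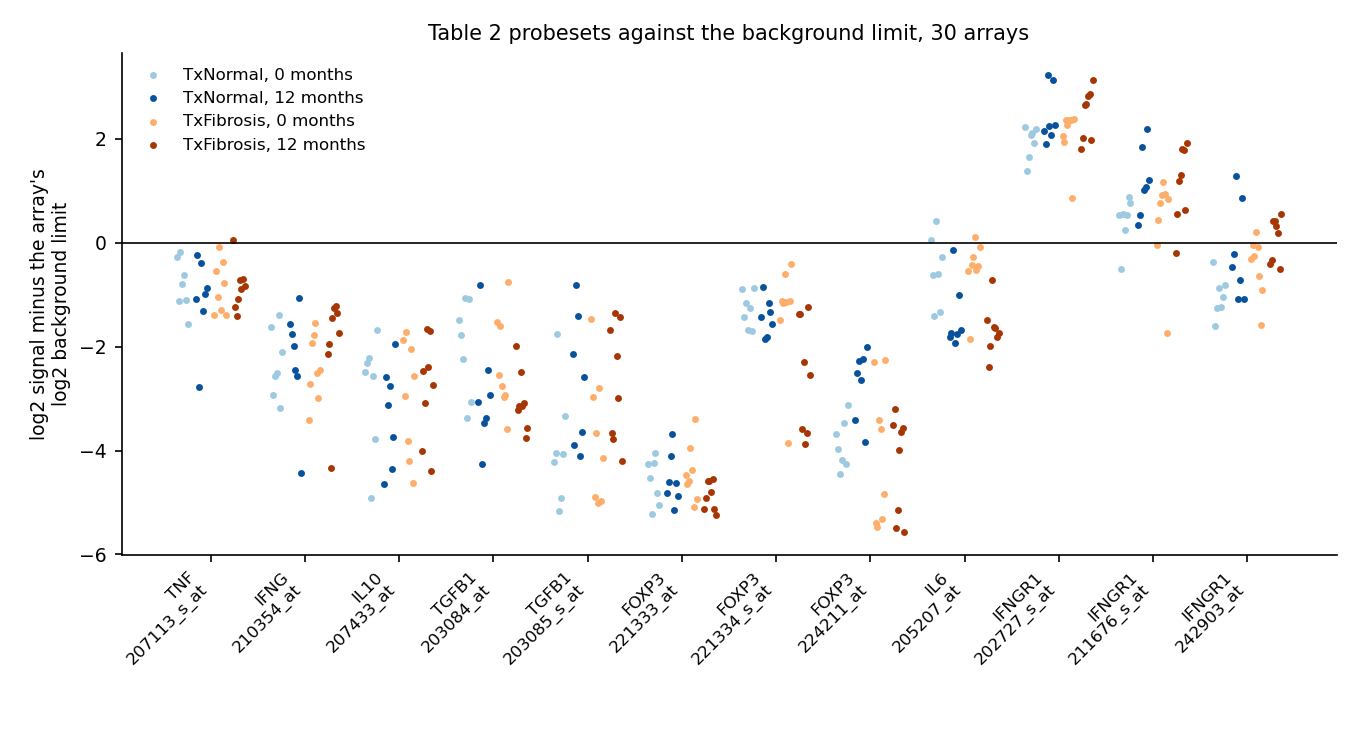
Log2 signal minus the log2 background limit of the same array (vertical axis) for the 12 probesets of Table 2, each point 1 of the 30 arrays, coloured by patient group and month, with the limit drawn at 0. Every point of IFNG, IL10, TGFB1 and FOXP3 lies below the limit, as do all but 1 of TNF and all but 3 of IL6, while 1 of the 3 IFNGR1 probesets lies above it on all 30 arrays.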

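IL-6, a cytokine that stressed tubule cells and stromal cells release, was above the background limit on 2 of 7 TxNormal and 1 of 8 TxFibrosis arrays at 0 months, and on 0 of 15 arrays at 12 months. Its log2 signal was 8.48 ± 0.65 at 0 and 7.37 ± 0.57 at 12 months in TxNormal (mean ± SD, n = 7) and 8.36 ± 0.62 and 7.19 ± 0.48 in TxFibrosis (n = 8). For IFNγ-R1, the probeset above the limit on every array read 10.96 ± 0.23 and 11.24 ± 0.44 in TxNormal, and 10.94 ± 0.36 and 11.35 ± 0.34 in TxFibrosis.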

There does not appear to be a strong correlation between the microarray detection p-value and Ct value. For example, TGF-β_1 _had one of the highest detection p-values and one of the lowest Max Ct values.

Further evidence for increased detection sensitivity of rt-PCR over microarrays is provided by data from an additional eight non-cytokine genes. 

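VCAM1, which encodes an adhesion molecule for leukocytes, and IER3, an early stress gene, were above the background limit on all 30 arrays. So was 1 of 7 probesets of FN1, which encodes a matrix glycoprotein, while its others were above the limit on 0 to 29 arrays. COL1A1, the main chain of fibrillar collagen I, was above it on 3 of 7 and 7 of 7 TxNormal arrays at 0 and 12 months and on 7 of 8 and 8 of 8 TxFibrosis arrays, with log2 signals of 9.33 ± 0.61 and 12.21 ± 2.01 in TxNormal (mean ± SD) and 9.43 ± 0.45 and 12.36 ± 1.01 in TxFibrosis. PSMB8, a subunit of the immunoproteasome that interferon induces, was above it on 4 of 7 and 7 of 7 TxNormal arrays (9.22 ± 0.85 and 10.19 ± 0.71) and on 5 of 8 and 8 of 8 TxFibrosis arrays (9.16 ± 0.46 and 10.88 ± 0.35). Granzyme A (GZMA) was above it on 8 of 30 arrays, all at 12 months.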

Using rt-PCR all samples were considered detectable by rt-PCR even though the detection frequencies ranged from 42–100%.

### Gene expression differences

Using the same transplant samples as above we compared the impact of decreased microarray detection frequencies with the changes in gene expression observed by both microarray and rt-PCR. 

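The change from 0 to 12 months was measured on the same 30 arrays, as 7 TxNormal and 8 TxFibrosis pairs, each pair from 1 patient. Signals under 1 unit were set to 1 and all were taken to log2. All 54613 non-control probesets were tested with limma, the 4 groups in 1 fit and without a patient block, since the methods name none, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 5 comparisons were 12 against 0 months in each patient group, the difference between those changes, and TxFibrosis against TxNormal at each time. The fold changes of Table 3 rest on PM probe values normalized by FASTLO, which are not used here. For 23 lists of genes for kidney segments, leukocytes, matrix, cytokines and stress responses, a set test compared the members with all other genes, with a preset correlation of 0.01 between members and again with the correlation estimated from the arrays. Each gene entered a list by its brightest probeset.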

Changes in gene expression were examined using two distinct patient groups. 

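In TxNormal (7 patients), the early stress transcription factors FOSB and FOS, which cells switch on within minutes of handling or ischemia, fell by 8.42 ± 0.31 (log2, ± SE, adjusted p = 2.24e-18) and by 8.13 ± 0.47 (adjusted p = 2.66e-13) between 0 and 12 months, in 7 of 7 patients. Both were above the background limit on 7 of 7 arrays at 0 months and on 0 of 7 at 12 months, so that set against the limit they fell by at least 4.77 and 4.43. ATF3, PDK4, DUSP1, NR4A1, BABAM2-AS1, ZFP36, EGR1 and MAFF were also lower in 7 of 7 patients, with log2 changes of −4.60 to −3.81 (PDK4, NR4A1 and BABAM2-AS1, under the limit at 12 months, at least 1.55 against it). Of 36 immediate early and stress genes, 30 fell and 0 rose (32 and 0 adjusted over the list alone), and the list moved down as a set (adjusted p = 8.87e-70, 3.57e-06 with an estimated correlation). Of 13 genes that glucocorticoids induce, 7 fell and 1 rose by either adjustment, with SGK1 at −2.19 ± 0.24 (adjusted p = 5.57e-07), ERRFI1 at −3.22 ± 0.41 (6.95e-06) and KLF9 at −1.46 ± 0.26 (0.00105), each lower in 7 of 7. The list moved down (adjusted p = 3.76e-07, 0.00667 with an estimated correlation).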

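Genes of the interstitial matrix and of macrophages rose in TxNormal. COL6A3, a chain of microfibrillar collagen VI, rose by 2.74 ± 0.56 (adjusted p = 0.00557), one fibronectin (FN1) probeset by 2.54 ± 0.48 (0.00246) and the macrophage enzyme lysozyme (LYZ) by 2.55 ± 0.49 (0.00295, at least 1.52 against the limit), all in 7 of 7 patients. The complement protease C1S rose by 1.99 ± 0.46 (adjusted p = 0.0149; 0.0674 without patient 5 and 0.0744 without patient 8) and the iron exporter SLC40A1 by 1.54 ± 0.23 (0.000125, at least 0.50 against the limit), and WDR48, UCP2, FSTL1, C1R and ADH1B by 1.43 to 1.73, each in 7 of 7. COL3A1 (2.56 ± 0.55, adjusted p = 0.00864) and VCAN (2.50 ± 0.55, 0.0105, at least 1.74) rose in 6 of 7. Of 35 matrix genes 7 rose and 0 fell (28 and 1 adjusted over the list alone, list adjusted p = 5.61e-18, 0.133 with an estimated correlation). Part of that rise comes from the 12-month array of patient 4, without which the median went from 1.17 to 0.79 and 18 rose over the list alone. Among 23 macrophage and dendritic cell genes 8 rose (15 adjusted over the list alone, list adjusted p 3.40e-10, 0.133), led by CD163 (1.49 ± 0.30, at least 0.90) and MRC1 (1.08 ± 0.22). Complement genes gave 3 of 19 (7 adjusted over the list alone, list adjusted p 0.000143, 0.133), and endothelial genes 2 of 18 (3 adjusted over the list alone, list adjusted p 0.00558, 0.352), VWF at 2.86 ± 0.51 (at least 0.90) and CDH5 at 1.42 ± 0.34 (at least 0.15). Over all probesets 837 rose and 435 fell at adjusted p under 0.05, 1272 in all, with 9323 under 0.05 before adjustment. The balance was the reverse in a fit of the TxNormal arrays alone (136 rose, 201 fell) and by the methods' t-test after adjustment (84 and 177). Without patient 4, 5, 6 or 8 the count was 642, 612, 800 or 740, and C1R, FSTL1 and ADH1B were no longer past the threshold without patient 5 or 8.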

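Lists for nephron segments moved down in TxNormal, without single genes past the threshold except TRPM6, a magnesium channel of the distal tubule (−1.16 ± 0.24, unbounded, adjusted p = 0.0058, lower in 6 of 7 patients). The median change was −0.98 for 24 proximal tubule genes (list adjusted p = 8.04e-06), −0.66 for 24 genes of later segments (0.00181) and −0.46 for 26 genes of oxidative phosphorylation (8.87e-07), while 17 adipose and skeletal muscle genes had a median of 1.71 (3.48e-05). Interferon-inducible and antigen presentation genes moved up, 2 of 36 rising, TAP2 by 0.77 ± 0.20 and IFI44L by 1.52 ± 0.42 (6 adjusted over the list alone, list adjusted p 1.41e-07), as did 33 T and NK cell genes, of which the lymphocyte surface gene CD52 rose by 3.24 ± 0.76, unbounded (4 adjusted over the list alone, list adjusted p 0.000868). With an estimated correlation these 6 lists had adjusted p of 0.292 to 0.432. The 12-month array of patient 4 stood apart, with a mean log2 signal of 11.96 for the muscle list and 7.32 for the proximal tubule list, where the other 6 arrays of the group reached at most 10.53 and at least 12.48. The sizes above rest largely on it: without that array the medians were −0.20 for proximal tubule, −0.13 for later segments, −0.28 for oxidative phosphorylation and 0.77 for the muscle list (0.08 without that of patient 6 as well). Without it 377 probesets rose and 330 fell, and the list of later segments was no longer past the threshold (adjusted p = 0.689). Without both arrays of patient 4 the proximal tubule list had 0.0871, and without patient 8 the T and NK cell list had 0.0526.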

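Single cytokines changed in TxNormal without a shift of their lists. The neutrophil attractants CXCL2 (−3.03 ± 0.43, adjusted p = 4.06e-05, a fall of at least 0.93) and CXCL8 (−1.51 ± 0.35, 0.0162, at least 0.31) were lower in 7 of 7 patients, the monocyte attractant CCL2 (−1.73 ± 0.44, 0.0282) lower in 6 and CXCL12 (1.15 ± 0.28, 0.0239) higher in 6. Among 40 genes of the TGF-beta family and colony-stimulating factors, GDF15, a stress-induced member, fell by 3.00 ± 0.32 (adjusted p = 2.21e-07) in 7 of 7, and BMP4 rose by 2.29 ± 0.61 (0.0393, unbounded) in 6 of 7. Chemokines as a list gave 2 higher and 4 lower of 39 (2 and 7 adjusted over the list alone, list adjusted p = 0.268), interleukins 0 and 1 of 41 (1 and 1; 0.49), interferons 0 and 0 of 18 (0 and 0; 0.49), TNF superfamily ligands 0 and 0 of 15 (2 and 1; 0.334) and the TGF-beta list 1 and 1 (1 and 1; 0.83, median 0.03 and mean −0.01). Tubular injury genes went both ways, CLU (1.27 ± 0.31) and TIMP2 (1.21 ± 0.32) up and CDKN1A (−1.48 ± 0.32) and SOX9 (−1.22 ± 0.27) down (5 and 3 of 22 adjusted over the list alone, list adjusted p = 0.79). Podocyte, neutrophil, red blood cell, B and plasma cell and housekeeping lists had no gene past the threshold over all probesets (1 red blood cell gene lower adjusted over the list alone) and list adjusted p of 0.2 to 0.49.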

The first group contained patients that had normal renal pathology at both the time of transplant and subsequent 12 month protocol biopsy (TxNormal [0–12]). The second patient group had normal pathology at the time of transplant but showed evidence of fibrosis on the 12 month protocol biopsy (TxFibrosis [0–12]). 

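In TxFibrosis (8 patients), genes of leukocytes, complement and matrix rose between 0 and 12 months. Lysozyme (LYZ) rose by 3.23 ± 0.46 (log2, ± SE, adjusted p = 4.44e-05), the leukocyte phosphatase PTPRC (CD45) by 2.77 ± 0.42 (0.000115) and the antigen-presenting HLA-DPA1 by 2.49 ± 0.32 (9.86e-06), each in 8 of 8 patients. COL1A2, the partner chain in collagen I, rose by 3.32 ± 0.64 (adjusted p = 0.00212), complement C3 by 3.15 ± 0.64 (0.00428) and VWF, a clotting factor of endothelial cells, by 2.83 ± 0.47 (0.000418, at least 1.34 against the limit), again in 8 of 8. CALHM6 (3.35 ± 0.60), HLA-DQB1 (2.94 ± 0.48) and C1S (2.49 ± 0.43) complete the highest 10 with COL1A1. That ranking covers genes past the threshold, higher in every patient and above the limit on every 12-month array. At 0 months LYZ, PTPRC, COL1A2 and C3 were above the limit on 1 of 8 arrays each, and CALHM6 and HLA-DQB1 on 2 of 8. Their sizes are thus taken mostly against values under the limit. Of 23 macrophage and dendritic cell genes 17 rose and 0 fell (21 and 0 adjusted over the list alone, list adjusted p = 1.57e-30, 0.0023 with an estimated correlation), with MRC1 at 1.52 ± 0.21 and CD163 at 1.84 ± 0.28. Of 36 interferon-inducible and antigen presentation genes 23 rose (28 adjusted over the list alone, list adjusted p 1.57e-29, 0.00453), HLA-B by 1.33 ± 0.18 and CD74 by 1.43 ± 0.22. Complement gave 9 of 19 (11 adjusted over the list alone, list adjusted p 1.37e-11, 0.00269), C1QA at 2.13 ± 0.32 and C1QB at 1.89 ± 0.29. T and NK cell genes gave 13 of 33 (17 and 1 lower adjusted over the list alone, list adjusted p 8.43e-15, 0.0307), LCK at 2.21 ± 0.38 and CD3G at 2.66 ± 0.49, both unbounded.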

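Matrix genes in TxFibrosis gave 12 higher and 1 lower of 35 (23 and 1 adjusted over the list alone, list adjusted p = 1.99e-19, 0.0704 with an estimated correlation). The collagen-binding lumican (LUM, 1.79 ± 0.33), tenascin C (TNC, 2.13 ± 0.43) and the protease inhibitor TIMP1 (1.58 ± 0.33) were higher in 8 of 8 patients. Tubular injury genes gave 4 higher and 1 lower of 22 (10 and 2 adjusted over the list alone, list adjusted p 0.000807, 0.0615), VIM (1.43 ± 0.28), CLU (1.38 ± 0.29) and ANXA2 (1.06 ± 0.23) up and CDKN1A (−1.30 ± 0.30) down. The early stress genes fell as in TxNormal: FOSB by 8.71 ± 0.29 (adjusted p = 1.11e-19) and FOS by 8.02 ± 0.44 (5.74e-14), both under the limit on every 12-month array and at least 4.83 and 4.21 lower against it, followed by NR4A2, DUSP1, NR4A1, PDK4, ATF3, ZFP36, BABAM2-AS1 and EGR1 at −4.61 to −3.31, in 8 of 8 (NR4A2, NR4A1, PDK4 and BABAM2-AS1 at least 0.90, 1.95, 1.47 and 1.91 against the limit). Of the 36 genes of that list 26 fell (31 adjusted over the list alone, list adjusted p 6.88e-72, 2.74e-06), and of the 13 glucocorticoid-responsive genes 5 fell and 1 rose (5 and 1; 3.21e-06, 0.00643), with SGK1 at −2.13 ± 0.23 and ERRFI1 at −3.08 ± 0.39. Over all probesets 911 rose and 334 fell at adjusted p under 0.05, 1245 in all, with 7510 under 0.05 before adjustment. Without TxFibrosis patient 1, 4, 6 or 9 the count was 821, 788, 768 or 715, and 1890 without TxNormal patient 4, whose arrays enter the shared error.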

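Single chemokines changed in TxFibrosis without a shift of their list. CCL5 rose by 2.52 ± 0.41 (adjusted p = 0.000321, at least 0.89), CXCL9 by 2.64 ± 0.54 (0.00446) and CXCL11 by 3.42 ± 0.72 (0.00548, above the limit on 3 of 8 arrays at 12 months and 0 of 8 at 0 months, unbounded), each in 8 of 8 patients, while CXCL2 fell by 2.51 ± 0.40 (0.000227, at least 0.98). IL32, an inflammatory product of lymphocytes, rose by 2.09 ± 0.46 (0.00831, at least 0.14), the B cell factors TNFSF13B and LTB by 1.31 ± 0.28 (0.00604, at least 0.50) and 1.27 ± 0.31 (0.0187, at least 0.44), and GDF15 fell by 2.03 ± 0.30 (7.96e-05), all in 8 of 8. As lists, chemokines gave 5 higher and 1 lower of 39 (10 and 5 adjusted over the list alone, list adjusted p = 0.36), interleukins 1 and 1 of 41 (3 and 1; 0.21), TNF superfamily ligands 2 and 0 of 15 (2 and 1; 0.858), the TGF-beta family 0 and 1 of 40 (2 and 3; 0.236) and interferons 0 and 0 of 18 (0 and 0; 0.666). EGF, a growth factor of the distal tubule (−1.97 ± 0.50, adjusted p = 0.0258), was lower in 7 of 8 and TRPM6 (−1.06 ± 0.22, 0.00556, unbounded) in 8 of 8. The lists for later nephron segments (median −0.48, list adjusted p = 0.0046), oxidative phosphorylation (−0.29; 0.000133) and proximal tubule (−0.32; 0.0392) moved down, with 0.487 to 0.679 under an estimated correlation. The proximal tubule list was past the threshold with none of patients 2, 3, 4, 6, 7 and 9 left out (0.0506 to 0.0956). The endothelial list reached an adjusted p of 0.0797 (1 of 18 higher; 3 and 1 lower adjusted over the list alone), 0.0457 with patients as a block and 0.0257 without TxNormal patient 4. The neutrophil list, with FCGR3B (1.26 ± 0.23) and LTF (3.66 ± 0.99) higher, had 0.151 (0.0484 without patient 1), adipose and muscle genes 0.112, and podocyte, red blood cell, B and plasma cell and housekeeping lists 0.471 to 0.546.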

The microarray data from both patient groups was analyzed for the changes in gene expression that occurred from the time of transplant to 12 months. 

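Macrophage, interferon-inducible and complement genes were higher at 12 months in TxFibrosis than in TxNormal as lists, with no single probeset past the threshold. Of 36 interferon-inducible and antigen presentation genes 15 were higher and 1 lower when adjusted over the list alone (median log2 difference 0.55, list adjusted p = 6.25e-21, 0.0198 with an estimated correlation), and of 23 macrophage genes 8 and 0 (0.73; 4.71e-19, 0.0177). Complement (0.45; 6.27e-08, 0.0177), tubular injury (0.43; 2.12e-06, 0.0177) and neutrophil genes (0.27; 0.000475, 0.0239) were also higher, while chemokines and T and NK cell genes gave 0.0551 and 0.0573 under the estimate. At 0 months the immediate early list was lower in TxFibrosis (median −0.15, adjusted p = 0.0156, 0.986 with an estimated correlation), and not without TxNormal patient 1, 2 or 10 or TxFibrosis patient 1, 2 or 8 (0.116 to 0.799). For the 12-month change itself, the rise of interferon-inducible genes was larger in TxFibrosis by a median of 0.50 (adjusted p = 4.21e-10, 0.203 with an estimated correlation). By limma 0 of 54613 probesets differed in the change, at 12 months or at 0 months, with 1717, 1991 and 2343 under 0.05 before adjustment. An equal-variance test of each probeset gave 1712, 1860 and 2235 before adjustment and also called 0 after it. All these unadjusted counts lie below 0.05 of 54613, the number expected by chance alone. Without TxNormal patient 8, 3 probesets passed at 12 months, without TxFibrosis patient 8, 1, and without TxNormal patient 4, 1 at 0 months. The 2 patient groups shared 295 higher and 225 lower probesets, where 14.0 and 2.66 would be shared if the lists were independent, and their changes correlated with r = 0.814 across 15170 probesets above the limit on 15 or more arrays and 0.544 across all 54613, which are not independent replicates.

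**Figure D2:**
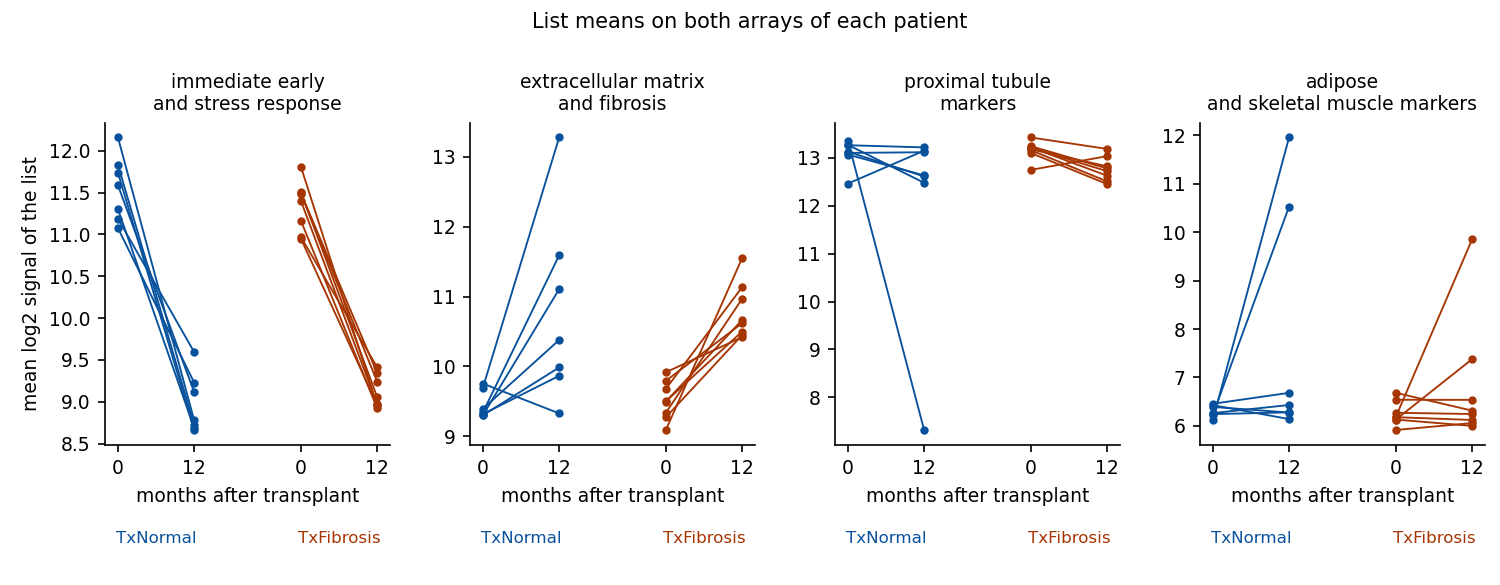
Mean log2 signal of 4 gene lists (vertical axes, 1 panel per list) on the arrays at 0 and 12 months, with a line joining both arrays of each patient, 7 TxNormal patients in blue and 8 TxFibrosis patients in red-brown. The immediate early list is lower at 12 months in all 15 patients, and in the TxNormal panel of proximal tubule genes 1 line ends at 7.32.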

A comparison of the microarray and rt-PCR gene expression data was performed using the same 15 genes described above (Table 3). All genes were detected by rt-PCR in each sample, whereas by microarray the samples showed a continuum of detection frequency. As can be seen in Table 3, the five cytokine genes considered undetectable by microarray show no correlation with the rt-PCR data, both in terms of the determination of up/down-regulation and significance. 

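None of the cytokine genes TNFα, IFNγ, IL-10, TGF-β1 and FoxP3 changed past an adjusted p of 0.05 in either group. TNFα, which starts inflammatory cascades, had a log2 change of −0.50 ± 0.33 (± SE) in TxNormal and −0.00 ± 0.31 in TxFibrosis, IFNγ −0.14 ± 0.45 and 0.47 ± 0.42, and IL-10 −0.67 ± 0.53 and 0.16 ± 0.49. FoxP3 (the matching probeset) came to 0.96 ± 0.53 in TxNormal, higher in 7 of 7 patients, and to −0.21 ± 0.50 in TxFibrosis. One TGF-β1 probeset came to −1.10 ± 0.47 and −0.72 ± 0.44. Over the 10 comparisons the limma adjusted p was 0.214 to 0.999. The TGF-β1 change in TxNormal, lower in 6 of 7 patients, was under 0.05 only before adjustment (0.0525 adjusted over the list alone) and not without patient 1, 4, 5 or 8. IFNγ in TxFibrosis came under 0.05 before adjustment without patient 3 (0.89) and IL-10 in TxNormal without patient 5 (−1.12). TNFα in TxNormal went to −0.19 with 12-month TxNormal array 4 left out, and IFNγ in TxNormal to 0.26 without TxNormal patient 10. None of these sizes is bounded by the limit. The other TGF-β1 probeset ran the opposite way with 1.06 and 1.07. Against rt-PCR, 3 of 10 comparisons had the same direction and 5 of 10 the same side of an unadjusted p of 0.05, and 0 had both, or 5, 4 and 0 with that other probeset. With a floor of 50 units 3 had both, and 1 with a floor of 16. Without patient 3 of TxFibrosis 2 had both, and 1 had both without patient 2, 4, 7 or 8 of TxFibrosis or patient 6 or 10 of TxNormal.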

In stark contrast, the high detection frequency genes showed an excellent correlation between microarray and rt-PCR data. 

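Collagen I rose and the stress gene IER3 fell in both groups. COL1A1, whose protein builds the scar in fibrosis, rose by 2.89 ± 0.57 in TxNormal (log2, ± SE, adjusted p = 0.0039, 6 of 7 patients) and by 2.93 ± 0.53 in TxFibrosis (0.00122, 8 of 8). IER3 fell by 2.13 ± 0.25 (1.27e-06, 7 of 7) and by 1.33 ± 0.23 (0.000685, 8 of 8), and IL-6 by 1.11 ± 0.30 (0.0437, 5 of 7) and by 1.17 ± 0.28 (0.0188, 8 of 8), both unbounded, with 0 of 15 arrays above the limit at 12 months. PSMB8 rose in TxFibrosis by 1.72 ± 0.29 (adjusted p = 0.000414, 8 of 8) and VCAM1 by 1.05 ± 0.26 (0.0244, 8 of 8). In TxNormal they had 0.96 ± 0.31 (0.0894; 0.0096 over the list alone, 7 of 7) and 0.32 ± 0.28 (0.591). The FN1 probeset with the highest mean signal had 1.49 ± 0.43 (0.0584; 0.00502 over the list alone) in TxNormal and 1.01 ± 0.40 (0.228; 0.0328 over the list alone) in TxFibrosis, where 2 other FN1 probesets passed (1.67 ± 0.45, adjusted p = 0.0395, and 1.47 ± 0.41, 0.0471), as did 3 in TxNormal. IFNγ-R1 had 0.28 ± 0.19 (0.458) and 0.41 ± 0.17 (0.272; 0.043 over the list alone). Before adjustment FN1 in TxFibrosis was not under 0.05 without patient 9, nor IFNγ-R1 without patient 8, while VCAM1 in TxNormal (0.61) was under it without patient 1, which parts it from rt-PCR.

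**Figure D3:**
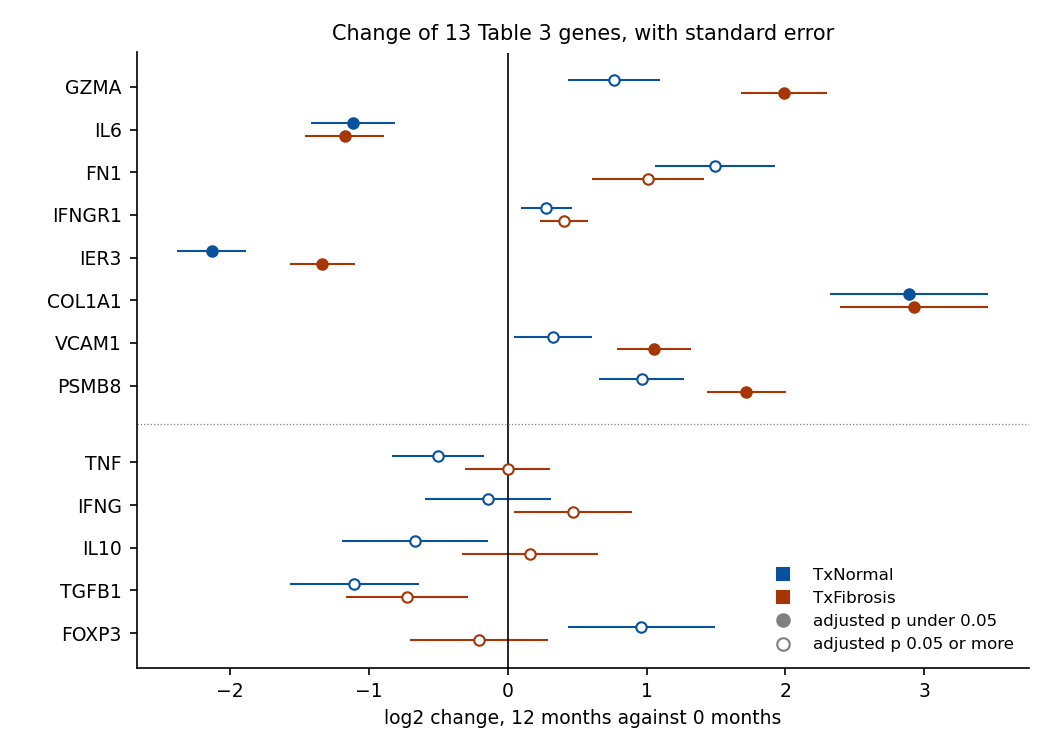
Log2 change from 0 to 12 months (horizontal axis, bars ± SE) of 13 genes of Table 3 in 7 TxNormal (blue) and 8 TxFibrosis (red-brown) patients, filled where the limma adjusted p is under 0.05. The 8 genes above the dotted line range from −2.13 for IER3 to 2.93 for COL1A1, and all points of the 5 undetected cytokine genes below it are open.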

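Array changes of GZMA, IL6, FN1, IFNGR1, IER3, COL1A1, VCAM1 and PSMB8 were set beside the rt-PCR changes of Table 3. In TxNormal the correlation across these 8 genes was r = 0.834 (two-sided exact permutation p = 0.0115, adjusted 0.0115) and rho = 0.881 (p = 0.00724, adjusted 0.0115), and in TxFibrosis r = 0.941 (exact p = 0.000422, adjusted 0.00337) and rho = 0.929 (p = 0.00223, adjusted 0.00595). Without the 2 genes farthest from the median of the rt-PCR changes r was 0.820 and 0.894. Over all 13 genes r was 0.702 and 0.784, the adjusted values covering 8 relations, and genes are not independent replicates. In 16 of 16 comparisons of the 8 genes, direction and side of an unadjusted p of 0.05 were those of rt-PCR. The 8 genes are among those that the paper lists as detectable, by its MAS 5.0 calls. By the background limit used here, IL6 was above it on only 3 arrays and GZMA on only 8. Their comparisons are among the 16, so this count does not by itself tie agreement to signals above that limit. From its own counts, by those calls, the paper concludes that array and rt-PCR changes correlate well for genes detected in most samples.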

Nineteen of the twenty comparisons, including instances of up/down-regulation, correlate. 

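Granzyme A (GZMA), a protease that cytotoxic T and NK cells release into their targets, rose in TxFibrosis by 1.99 ± 0.31 (log2, ± SE, adjusted p = 0.000174, 8 of 8 patients, at least 0.64), from 7.52 ± 0.15 (mean ± SD, above the background limit on 0 of 8 arrays) to 9.51 ± 0.76 (7 of 8). In TxNormal it went from 7.48 ± 0.26 (0 of 7) to 8.24 ± 1.03 (1 of 7), an unbounded change of 0.77 ± 0.33 that was higher in 5 of 7 patients and past 0.05 only before adjustment (adjusted p = 0.228; 0.0525 over the list alone). That unadjusted call was lost with the methods' t-test, in a fit of the TxNormal arrays alone and without patient 2, 4, 5 or 8.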

The only instance where correlation did not occur was when the detection frequency was <50%.

## Discussion

Using a meta-analysis of publicly available kidney microarray datasets we were able to show that the Affymetrix platform fails to detect a number of human cytokine genes. For a subset of these samples we were able to show that cytokine genes considered undetectable by microarray were detectable using rt-PCR. This is a significant finding as cytokines are known to be important peptides that regulate innate host defenses and the immune system [18]. In fact, it is currently believed that the underlying etiology of various human conditions such as cancers or transplant rejections involve the expression of multiple cytokines.

The oncogenesis of RCC, which accounts for approximately 80% of all kidney tumors in adults, has been hypothesized to involve modulated cancer cell expression of inflammatory cytokines [11,19,20]. Indeed, multiple cytokines are currently used as immunotherapies to treat this disease [21]. In addition, various reports have linked either the detection of or increased presence of various cytokine mRNA species with disease progression, typically through the use of rt-PCR [*for review see *[22]]. For example, IFN-γ, interleukins 2, 6, 8 and 10 and TNFα have all been identified as detectable or significantly altered in human RCC tumors [11-13,23]. Our meta-analysis showed that in 30 RCC samples, only interleukin 8 had a probeset that was detected in more than half of the samples, with interleukins 2 and 10 considered detectable in less than 10% of the samples.

In human kidney transplantation several reports have also linked the gene expression of various cytokines with transplant events such as acute and chronic rejection [14,15]. Similar to RCC, these links were made using single gene strategies such as rt-PCR, yet the majority of these cytokines were not observed in any of the transplant samples via microarray. For example, TGF-β_1 _has been shown in multiple studies to be linked with chronic rejection but was considered absent in all 36 transplant microarray samples.

The lack of detection of relevant cytokine genes could be related to several issues including improper gene annotation at both the probeset and probe level. Gene annotation is the assignment of gene level information based on the probeset sequences, such as the name and symbol of the gene being interrogated and its general function. As knowledge of a probeset sequence increases it is possible that a probeset will be designated a different gene name. Perez-Iratxeta et al. explored this idea using Affymetrix murine microarrays and showed that as many as 30% (13699/45000) of the probesets were reassigned to a different gene at least once over a two year period [24]. We examined the four quarterly U133Plus2.0 Affymetrix annotation files from 2005 and found the amount of gene assignment changes between probesets ranged between 7–15% each quarter (*Data not shown*). However, none of the cytokine probesets subjected to rt-PCR for this study had a change in gene assignment during that time.

Individual probe sequences can also impact gene annotation. For some probesets not all probes interrogate the mRNA sequence for a single gene. We found this was the case for three of the fourteen cytokine probesets manually examined by BLAST. Two of the probesets have probes that appear to bind a different gene and one probeset has probes that bind to the intron region of the target gene. Recently Harbig et al. used the BLAST program to interrogate the sequence of all the U133Plus2.0 probes against the human genome [17]. Their analyses showed that approximately 37% of the probesets on the U133Plus2.0 should be assigned to a different gene. If we compare the re-assigned data to our list of cytokine probesets we find that approximately 75% (293/398) would have the same gene assignment. However, the percentage of probesets with a detection frequency less than 25% would not change.

Another explanation for the lack of detection could be that microarrays are generally considered less sensitive overall than rt-PCR platforms. This decreased sensitivity could be attributed to several factors including the variation in platform chemistries or probe sequence lengths and designs. However, few groups have compared the detection and correlation of microarrays to rt-PCR in a systematic manner in human samples [25-27]. Wang et al generated rt-PCR data on 1,375 human genes and compared this data to that generated by Applied Biosystems and Agilent microarrays. Using the rt-PCR data as the "ground truth", they found that microarrays did not detect between 24 and 29% of the genes detected by rt-PCR [26]. These findings compliment our data as wewere able to detect several cytokine genes by rt-PCR that we did not detect using microarray even though the amount of input RNA was higher in the microarray samples. This suggests that microarrays may yield a significant number of false negative detection calls when compared to rt-PCR. In contrast, for probesets considered detected in all samples we have consistently been able to use rt-PCR to detect the gene, suggesting the false positive rate for the detection of moderately expressed genes is relatively low.

Although taking into account the lack of detection of genes is important in microarray analysis, it is equally important to ensure that only the most accurate measures of gene expression are being examined. Typically this is done by removing the probesets exhibiting signal considered below the threshold of detection. One approach to eliminate these probesets is to use a detection frequency filter and then proceed with statistical analysis on the remaining probesets. Despite its significance, there are few reports that directly discuss what the detection frequency should be or its effect on data accuracy. However, a recent paper by McClintick et al. concluded that restrictive filtering, such as a ≥ 50% %P, greatly improves the reproducibility and the false discovery rate [8]. Our data both corroborates and extends these findings by showing that observed changes in gene expression by microarray correlate very well with rt-PCR when the probeset has a detection frequency of >50% for the samples under consideration. Conversely, when a probeset is not considered detectable in the majority of samples the correlation between rt-PCR and microarray data is quite poor. Similar to our findings, Etienne et al. also reported finding a lower correlation between rt-PCR and raw Affymetrix signal data as the percentage of absent calls increased [28]. The fact that multiple reports have now shown an important correlation between the detection frequency and rt-PCR suggests that this is an important issue to consider when performing microarray analysis.

## Conclusion

Our meta-analysis of publicly available microarray datasets revealed that microarrays failed to detect multiple cytokine genes that have been linked to various human kidney conditions. This lack of detection may be related to incorrect gene annotation or limited assay sensitivity. For a subset of genes, a comparison between detection frequencies using microarrays and rt-PCR platforms showed that rt-PCR is the more sensitive platform. The detection frequency also had an effect on measured changes in gene expression. For genes considered detectable in the majority of microarray samples, the changes in gene expression observed by microarray and rt-PCR had excellent correlation. No correlation was observed between rt-PCR and microarray when the detection frequency dropped below 50%. Therefore, in the human kidney we would recommend using rt-PCR to detect and assess changes in gene expression among genes of low abundance, such as cytokines, rather than microarrays.

## Methods

### Affymetrix microarray overview

For human samples Affymetrix offers two popular high density microarrays: the U133A and the whole genome U133Plus2.0 microarrays. The U133A contains approximately 22,000 probesets while the U133Plus2.0 has even smaller feature size and contains 54,675 probesets representing approximately 24,000 novel gene titles or UniGene IDs. The majority of probesets contain a total of 22 different 25-mer probes, equally divided between paired perfect match (PM) and mismatch (MM) probes. Each MM probe contains a single base pair difference from its PM counterpart, a single base pair change at the center nucleotide, and its fluorescence is intended to represent background non-specific hybridization. Fluorescent data from each PM-MM pair is then analyzed by the Affymetrix MAS 5.0 software and a single value for signal intensity, detection p-value and detection call (among other variables) are generated for each probeset. For our study, the MAS 5.0 default parameters were retained. For a complete description of the MAS 5.0 algorithms and statistical tests please refer to the Affymetrix manuals [29]. Importantly, for each microarray, Affymetrix releases a new annotation file that is updated each quarter and contains a large amount of information, including the gene name, UniGene ID and gene ontology associated with each probeset and probeset sequence [30].

### Public microarray datasets

Microarray datasets were obtained from the publicly available Gene Expression Omnibus (GEO) website [31]. GEO Datasets were queried, filtered and selected on the basis of human kidney and Affymetrix platform data. In addition, to be included in the study the following fields were required to be reported: probeset ID, expression value, detection call and detection p-value. A total of three data series fulfilled these requirements: GSE2004, GSE3297 and GSE2109. All data was generated using MAS 5.0 (Affymetrix, Inc., Santa Clara, CA) with the same detection call cutoffs used to determine presence or absence for each probeset.

### Internal microarray datasets

An additional 30 samples were obtained from kidney transplant patients biopsied using a protocol approved by the Institutional Review Board of the Mayo Foundation and Clinic. Total RNA was extracted from each biopsy in a RNA-only area using a modified and previously optimized (for this type/size of sample) extraction method using TRIzol^® ^Reagent (Invitrogen Corp, Carlsbad, CA) followed by clean-up with RNeasy Mini Kit^® ^(Qiagen Inc., Valencia, CA) [32]. RNA integrity was assessed to ensure RNA quality and the samples were sent to the Mayo Advanced Genomics Technology Center (AGTC) which processes ~1,000 GeneChips each year. The AGTC processed 70 ng of total RNA for all samples using the two-cycle target labeling, hybridization and scanning procedure described in detail in the Affymetrix GeneChip^® ^Expression Analysis Manual (Affymetrix Inc., Santa Clara, CA). The .cel files from this study can be downloaded from the GEO website: GSE7392.

### Changes in gene expression

Using the Mayo microarray data, two groups of transplant patients were analyzed to assess the changes in gene expression observed by microarray. The first patient group (n = 7) had normal pathology both at the time of transplant (baseline) and at 12 months post transplant (TxNormal [0–12]). The second group of patients (n = 8) had normal pathology at the time of transplant and showed evidence of fibrosis at 12 months post transplant (TxFibrosis [0–12]). For each patient group differential gene expression (baseline to 12 months post transplant) was assessed using a PM-only model, wherein only the data from the PM probes was used to estimate the expression level of individual probesets. The PM data from each chip was subjected to FASTLO, a previously described non-linear method of normalization [6]. Significance for each probeset in this case was determined using a generalized linear model with random effects for chip and treatment, analogous to a t-test. P-values were not adjusted for multiple comparisons.

### rt-PCR

To confirm the presence or absence of specific cytokine genes recorded by the microarray, a rt-PCR strategy was employed. Using the Mayo Clinic General Clinical Research Center we utilized rt-PCR to examine target genes and a housekeeping gene (18S) for 29 of the Mayo samples for which at least 1 μg of RNA was available for cDNA synthesis. For each gene, assays containing pre-designed primers and probes designed from the matching Reference Sequence number provided by Affymetrix were purchased from ABI (Applied Biosystems, Foster City, CA). To generate the standard curves, we created a large pool of human RNA that contained 90% human kidney RNA and 10% mononuclear cell RNA. The mononuclear cell RNA was included to ensure that cytokine mRNA would be present in the control RNA pool. Several 1 μg aliquots of control RNA were converted into cDNA and, after testing to confirm equal efficiency, were batched together. A 10-point standard curve was amplified in triplicate along with a triplicate amplification of each sample (10 ng/rxn). For each assay the top curve point was 36 ng control cDNA followed by multiple 2.5-fold dilutions to as low as 0.01 ng/rxn. While not all assays successfully amplified the lowest points in the curve, no curve amplified less than 6 consecutive points. For example, all 10-points amplified for TGF-β_1_, the top 8 amplified for IL-10 and the top 6 for IFNγ. For each assay we assessed the Ct value for each triplicate standard curve point and found that the majority had a %CV <1%. The highest %CV was 2.89%. For a particular gene to be considered detectable in a given sample the Ct value for the sample reactions needed to be above the lowest detected point on the corresponding standard curve. Cytokine gene selection was based on the presence of the gene in one of three categories: a. Undetectable in all Mayo microarray samples: IFNγ (ABI#: Hs99999041_m1), TNFα(Hs00174128_m1), IL-10 (Hs00174086_m1), TGF-β_1 _(Hs00998133_m1) and FoxP3 (Hs00203958_m1). b. Undetectable in some Mayo microarray samples: IL-6 (Hs99999032_m1), c. Detectable in all Mayo microarray samples: IFNγ-R1 (Hs00988304_m1). Using a strategy similar to that noted above 8 additional non-cytokine genes, the majority of which were detected in all microarray samples, were amplified to compare observed changes in gene expression. These genes were GRZMA (Hs00196206_m1), FN1 (Hs00277509_m1), IER3 (Hs00174674_m1), STAT2 (Hs00237139_m1), COL1A1 (Hs00164004_m1), STAT1 (Hs00234829_m1), VCAM1 (Hs00174239_m1) and PSMB8 (Hs00188149_m1).

## List of abbreviations

Advanced Genomics Technology Center (AGTC)

Gene Expression Omnibus (GEO)

Mismatch (MM)

Percent present (%P)

Perfect Match (PM)

Real-time PCR (rt-PCR)

Renal cell carcinoma (RCC)

## Authors' contributions

WP was responsible for designing, analyzing, collating and interpreting the data and drafting the paper. MS contributed to the design of the study and read the manuscript and provided comments. All authors read and approved the final manuscript.

## Figures and Tables

**Table 1:** Microarray detection frequencies for various cytokines in human kidney samples.

	Probe Set ID	Gene Name	Total samples^a^	%P ALL	%P Normal (n = 15)	%P Transplant (n = 36)	%P Cancer (n = 30)
1	224211_at	Forkhead box P3 (FoxP3)	60	0%		0%	0%
2	221333_at	Forkhead box P3 (FoxP3)	81	0%	0%	0%	0%
3	221334_s_at	Forkhead box P3 (FoxP3)	81	7%	0%	0%	20%
4	202727_s_at	Interferon gamma receptor 1 (IFNγ-R1)	81	100%	100%	100%	100%
5	242903_at	Interferon gamma receptor 1 (IFNγ-R1)	60	100%		100%	100%
6	211676_s_at	Interferon gamma receptor 1 (IFNγ-R1)	81	99%	100%	97%	100%
7	201642_at	Interferon gamma receptor 2	81	91%	80%	89%	100%
8	210354_at	Interferon, gamma (IFNγ)	81	10%	0%	3%	23%
9	208200_at	Interleukin 1, alpha	81	63%	33%	53%	90%
10	210118_s_at	Interleukin 1, alpha	81	1%	0%	0%	3%
11	39402_at	Interleukin 1, beta	81	38%	33%	47%	30%
12	205067_at	Interleukin 1, beta	81	6%	20%	3%	3%
13	207849_at	Interleukin 2	81	4%	7%	6%	0%
14	207906_at	Interleukin 3	81	0%	0%	0%	0%
15	207539_s_at	Interleukin 4	81	0%	0%	0%	0%
16	207538_at	Interleukin 4	81	0%	0%	0%	0%
17	207952_at	Interleukin 5	81	0%	0%	0%	0%
18	205207_at	Interleukin 6 (IL-6)	81	60%	73%	64%	50%
19	206693_at	Interleukin 7	81	64%	40%	64%	77%
20	241808_at	Interleukin 7	60	72%		42%	100%
21	202859_x_at	Interleukin 8	81	65%	53%	50%	90%
22	211506_s_at	Interleukin 8	81	14%	20%	0%	27%
23	208193_at	Interleukin 9	81	1%	0%	0%	3%
24	207433_at	Interleukin 10 (IL-10)	81	4%	7%	0%	7%
25	206924_at	Interleukin 11	81	0%	0%	0%	0%
26	206926_s_at	Interleukin 11	81	0%	0%	0%	0%
27	207844_at	Interleukin 13	81	0%	0%	0%	0%
28	203085_s_at	Transforming growth factor, beta 1 (TGF-β_1_)	81	49%	67%	0%	100%
29	203084_at	Transforming growth factor, beta 1 (TGF-β_1_)	81	1%	0%	0%	3%
30	207113_s_at	Tumor necrosis factor, alpha (TNF-α)	81	9%	0%	0%	23%

a For each probeset the total number of samples was either 60 or 81. The U133A does not contain all of the probesets from the U133Plus2.0. U133A data was used for 15 "Normal" and 6 "Transplant" samples.

**Table 2:** Cytokine genes examined by microarray and rt-PCR in Mayo Clinic kidney transplant specimens.

				**Microarray detection**			**rt-PCR detection**		
	Gene Name	Probe Set ID	BLAST of Consensus Probe Sequence OK?	%P of Mayo samples (n = 30)	Min Detection p-value	Max Detection p-value	%Detected in Mayo samples (n = 29)	Min Ct	Max Ct
1	TNF-α	207113_s_at	Yes	0.0%	0.0806	0.3989	100%	30.03	36.48
2	IFNγ	210354_at	Yes	0.0%	0.0562	0.5676	100%	32.97	41.78
3	IL-6	205207_at	Yes	70.0%	0.0007	0.1116	100%	30.83	39.89
4	IL-10	207433_at	Yes	0.0%	0.1116	0.6963	100%	32.82	37.16
5	TGF-β 1								
		203085_s_at	Yes	0.0%	0.1497	0.9324	100%	26.55	32.54
		203084_at	Yes	0.0%	0.1497	0.6338	100%	26.55	32.54
6	FoxP3								
		224211_at	Yes	0.0%	0.2742	0.8286	100%	30.87	37.22
		221333_at	**NO**^a^	0.0%	0.6655	0.9539	-	-	-
		221334_s_at	**NO**^a^	0.0%	0.0806	0.6655	-	-	-
7	IFNγ-R1								
		202727_s_at	Yes	100.0%	0.0002	0.0020	100%	28.53	33.95
		242903_at	**NO**^b^	100.0%	0.0002	0.0376	-	-	-
		211676_s_at	Yes	96.7%	0.0007	0.0676	100%	28.53	33.95

a Contains probesets for the FoxP3 gene which overlap with the JM2 gene.

b Contains probesets for the IFNγ-Receptor 1 gene that specifically bind the DNA sequence of the gene.

**Table 3:** Comparisons of changes in gene expression determined by microarray and rt-PCR in Mayo Clinic kidney transplant specimens.

		**RT-PCR**		**Microarray**			
**Transcript**	**Analysis**	**Fold change**	**p-value**^a^	**Fold change**	**p-value**	**%P**	**Acceptable correlation**^b^
**A. Undetectable by microarray**							
TNFα							
	TxNormal (0–12)	1.62	0.288	-1.05	0.051	***0%***	***No***
	TxFibrosis (0–12)	2.05	0.061	-1.01	0.728	***0%***	***No***
IFNγ							
	TxNormal (0–12)	2.72	0.172	-1.04	0.152	***0%***	***No***
	TxFibrosis (0–12)	3.11	0.028	1.02	0.537	***0%***	***No***
IL-10							
	TxNormal (0–12)	1.54	0.271	-1.05	0.058	***0%***	***No***
	TxFibrosis (0–12)	3.02	0.000	-1.05	0.134	***0%***	***No***
TGFβ_1_							
	TxNormal (0–12)	2.53	0.003	-1.11	0.012	***0%***	***No***
	TxFibrosis (0–12)	2.93	0.000	-1.09	0.002	***0%***	***No***
Fox-P3							
	TxNormal (0–12)	2.56	0.030	-1.07	0.029	***0%***	***No***
	TxFibrosis (0–12)	2.33	0.000	-1.13	0.001	***0%***	***No***
**B. Detectable by microarray**							
GRZMA							
	TxNormal (0–12)	7.25	0.021	1.32	0.072	42%	***No***
	TxFibrosis (0–12)	9.21	0.000	2.06	0.000	50%	Yes
IL-6							
	TxNormal (0–12)	-12.50	0.029	-1.26	0.008	79%	Yes
	TxFibrosis (0–12)	-7.69	0.005	-1.23	0.000	63%	Yes
FN1							
	TxNormal (0–12)	2.84	0.001	2.78	0.020	93%	Yes
	TxFibrosis (0–12)	2.50	0.002	2.01	0.001	94%	Yes
IFNγ-R1							
	TxNormal (0–12)	1.45	0.072	1.35	0.061	100%	Yes
	TxFibrosis (0–12)	1.63	0.001	1.37	0.008	100%	Yes
IER3							
	TxNormal (0–12)	-2.80	0.016	-2.54	0.000	100%	Yes
	TxFibrosis (0–12)	-2.24	0.005	-1.70	0.000	100%	Yes
STAT2							
	TxNormal (0–12)	1.72	0.015	1.40	0.005	100%	Yes
	TxFibrosis (0–12)	1.88	0.016	1.43	0.001	100%	Yes
COL1A1							
	TxNormal (0–12)	8.89	0.037	5.82	0.005	100%	Yes
	TxFibrosis (0–12)	8.76	0.001	5.34	0.000	100%	Yes
STAT1							
	TxNormal (0–12)	2.06	0.001	1.89	0.000	100%	Yes
	TxFibrosis (0–12)	2.80	0.002	2.19	0.000	100%	Yes
VCAM1							
	TxNormal (0–12)	1.42	0.168	1.34	0.254	100%	Yes
	TxFibrosis (0–12)	2.43	0.000	2.00	0.000	100%	Yes
PSMB8							
	TxNormal (0–12)	1.78	0.019	1.40	0.041	100%	Yes
	TxFibrosis (0–12)	2.82	0.000	1.83	0.000	100%	Yes

a Calculated by TTEST (equal variance, 2-tailed distribution).

b To be considered "acceptable" both the direction of change (up/down- regulation) and significance (p < 0.05 or p > 0.05) must be the same.

How the deposited data were processed for this re-analysis (not part of the article)

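Gene expression was measured in 30 kidney transplant biopsies, 1 array each, from 15 patients biopsied at 0 and at 12 months after transplant, 7 in the TxNormal and 8 in the TxFibrosis group. The values are signal intensities that the authors made before deposit with GCOS (MAS 5.0, default parameters, PM and MM probes), from 70 ng of total RNA with 2 rounds of labelling, with every array scaled to the same 2% trimmed mean. The version of GCOS is not given in the sources used here. The FASTLO values behind Table 3, the detection calls and the samples of the other series in the study were not used here. The 0-month and 12-month biopsies with the same number in the sample titles come from the same patient, which gives the pairing. As a check, the deviations of a patient's arrays from their group means correlated with a mean r of 0.194 in TxNormal (over 0.1 in 5 of 7 patients) and 0.319 in TxFibrosis (8 of 8), against −0.03 and −0.04 between patients, across 15170 probesets above the background limit on 15 or more arrays.

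The table holds 54675 probesets. The 62 control probesets were left out, and 54613 were tested. A gene name was used where a probeset has a single symbol (41091 probesets, 19775 genes), while 1801 probesets with several symbols and 11721 with none count only toward numbers of probesets. For 42 gene identifiers the annotation's own symbol was kept. Signals under 1 unit were set to 1 and taken to log2. The number of arrays limits the precision. Of the probesets, 20.7 to 32.5% lay above the limit per array, the limit being the 95th percentile of 194 probesets for genes of other tissues (90th and 99th as alternatives).

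Changes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, 4 group means in 1 fit, no patient block because the methods name none) and adjusted by the Benjamini-Hochberg method over the probesets of a comparison, with a threshold of 0.05. Adjustment over the list alone covers only the members of 1 list. Errors are moderated standard errors. A least change is given where a probeset was under the limit on every array of the dimmer month. It is the mean signal of the brighter month minus the mean limit of the dimmer month's arrays. If it is not above 0 the change is called unbounded, its size being taken between values near background. Where only some arrays of the dimmer month were under the limit no least change is given, though the size rests partly on values under it. On data simulated with known changes added, 22.4, 77.6 and 97.0% of probesets changed 1.5-, 2- and 4-fold were recovered in TxNormal. The shares were 19.4, 86.6 and 98.5% in TxFibrosis, and 5.97, 61.2 and 95.5% for the difference between them, with 6 to 7 false calls. They rest on 66 or 67 changed probesets each and are not split by signal, so they give no recovery rate for probesets under the limit.

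The 23 gene lists cover interleukins, interferons, chemokines, TNF superfamily ligands, the TGF-beta family with colony-stimulating factors, matrix, interferon-inducible genes, T and NK cells, B and plasma cells, macrophages, neutrophils, red blood cells, immediate early genes, tubular injury, proximal tubule, later nephron segments, podocytes, endothelium, complement, adipose and skeletal muscle, oxidative phosphorylation, glucocorticoid-responsive genes and housekeeping genes. They were tested with camera in limma (preset correlation 0.01, the brightest probeset of each gene), with an estimated correlation and fry as alternatives. Tested on simulated data, 0 of 23 unchanged lists passed, and a list shifted by 1 log2 unit was found. The correlation estimated from the arrays ran from 0.00685 for housekeeping genes to 0.81 for proximal tubule genes. It was 0.65 for adipose and muscle, 0.63 for oxidative phosphorylation and 0.56 for matrix genes. The 23 unchanged lists do not show how p-values with the preset correlation hold at such values. Array and rt-PCR changes, the latter the paper's, were compared by correlation across genes with exact or 100000-fold permutation p-values, and shares of probesets by Fisher's exact test. Alternatives were the patient block, quantile normalization, cyclic loess, floors of 16 and 50 units, a filter on at least 7 arrays above the limit, array weights, other moderation, only the groups compared, the methods' t-test, which stands here for an equal-variance test of each probeset on these signals (the methods describe their model for FASTLO values, for changes over time, as analogous to one), other probesets of a gene and leaving out each patient.

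Genes are named by a rule written in advance: the genes of Tables 1 and 3, whose values in the paper had been seen; the 10 with the highest and the 10 with the lowest change in each patient group among those past the threshold, changed alike in every patient and above the limit on every array of the brighter group; up to 4 members of each list; and up to 10 probesets of the other comparisons. Of the 15 genes of Table 3, 13 were analysed. Certain genes are not reported here. For genes of Table 2 the main probeset is the brightest of those that pass the paper's sequence check, otherwise the brightest with only that symbol. Both biopsies of 15 of 15 patients matched on sex-linked genes.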

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

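The tests on muscle tissue, fibrosis and exchanged labels, those on RNA and labelling, and the fits without certain arrays were chosen only after the results were seen. Within a group, 1 sample stood apart from the rest in 15 of 96 groups of values, where chance gives about 1 in 20 groups, here 4.8.

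The 12-month TxNormal array 4 carried skeletal muscle and matrix transcripts (list means 11.96 and 13.28), with low means for proximal tubule genes (7.32, others 12.48 to 13.22), later nephron segments (6.29, others 9.91 to 10.98) and oxidative phosphorylation (12.12, others 13.15 to 13.45), and a low TNF signal (5.85, others 7.65 to 8.74). Muscle transcripts alone need not go with lost tubule transcripts, as the 12-month TxNormal array 6 shows (muscle mean 10.53, proximal tubule mean 13.12). Muscle or connective tissue in place of kidney cortex is a candidate explanation for array 4, whose proximal tubule mean differed by −5.16 from the lowest other array of the group, a test found and run on the same values. Interstitial fibrosis alone would not bring a muscle list 2.11 above the highest 12-month TxFibrosis array. An exchange of labels would only move these transcripts to another name. One with a 0-month array would leave that array at a 12-month level of immediate early genes, and the lowest 0-month array lay 1.54 above the highest other 12-month array, while one between 12-month arrays stays open, since 15 of 15 patients matched on sex-linked genes, as would 2 patients of one sex.

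The 0-month TxNormal array 2 and TxFibrosis array 8 had high GAPDH 3'/5' ratios (6.37, others 2.19 to 3.64; 6.27, others 2.62 to 3.06) and high oxidative phosphorylation means (14.53, others 13.28 to 13.65; 14.23, others 13.11 to 13.58). Array 2 was low in proximal tubule genes (12.47, others 13.07 to 13.37). Array 8 had few probesets above the limit (21.7%, others 27.4 to 32.3%; array 2 20.7%, others of its group 24.1 to 29.0%) and a low IFNGR1 signal (10.17, others 10.77 to 11.26). Less kidney RNA may be the source, since the added dap transcript gave 83345 and 115024 units, over the 32713 to 52382 of the other 28 arrays, as more of the added transcript would too. Whether the RNA was less intact is not settled: the lower GAPDH ratio of the pair, 6.27, exceeded the 2.19 to 4.20 of the others, but the ACTB ratio did so only on array 8 (26.8; array 2 14.2, others 6.88 to 18.8). Shorter products of the labelling reaction would raise the ratio of the added dap transcript too, which was 2.47 at most against a median of 5.85.

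Other samples that stood apart were TxFibrosis at 12 months 7 for the muscle list (9.85, others 6.00 to 7.38), TxNormal at 12 months 10 and TxFibrosis at 12 months 3 for IFNG (4.36, others 6.32 to 7.70; 4.28, others 6.98 to 7.82), and TxFibrosis at 0 months 2 for IL6 (6.99, others 8.21 to 8.93). Their causes were not tested.

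The 12-month change differed between the patient groups, by the tested difference itself, for 11 of 23 lists (camera, preset correlation). The change was more upward in TxFibrosis for interferon-inducible genes (adjusted p 4.21e-10), macrophages (1.17e-07), T and NK cells (1.26e-05), immediate early genes (0.000161), tubular injury (0.000715), proximal tubule (0.00184), chemokines (0.00254), complement (0.00396), neutrophils (0.00781) and interleukins (0.0195), and more downward for adipose and muscle genes (0.00115). With the correlation estimated from the arrays none passed, the lowest adjusted p being 0.203. Without the 12-month TxNormal array 4 the muscle list no longer passed (0.578) and the proximal tubule list ran the opposite way (0.0279).

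Over all 54613 probesets, of which the paper reports on few, 1272 changed in TxNormal and 1245 in TxFibrosis, genes of Table 3 among them. Chance can be excluded for both: other splits of the same arrays gave at most 251 and 3, and splits that part every pair of biopsies at most 207 and 139. As many as the real number came from 1 of 100 splits in each group, the real one.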

How the results depend on the processing

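The alternatives that leave out the 12-month TxNormal array 4, that array with array 6 (for the matrix list only), take the other TGFB1 probeset, other floors, moderations, array weights or only the groups compared for the agreement with rt-PCR, or leave out 3 arrays that stand apart (array 4, 0-month TxNormal array 2 and 0-month TxFibrosis array 8), were chosen after seeing the data. All the others, such as patients as a block, other scalings, floors and moderations, were set before the data were examined. Of 54374 probesets outside the cytokine lists, 36779 lay above the limit on under 25% of arrays. In simulated data with 2-fold changes, 77.6% of changed probesets were recovered in TxNormal, 86.6% in TxFibrosis and 61.2% for the difference between them. With 1.5-fold changes the shares were 22.4, 19.4 and 5.97%. They give no recovery rate for probesets under the limit. Unless said otherwise, the cause was not tested. Comparisons of TxFibrosis with TxNormal at one time are called the 12-month groups and the 0-month groups.

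The 39 changes in a patient group named as among the 10 highest or lowest (COL1A1, a gene of Table 3, aside) kept their direction and their side of the threshold under every alternative except a fit of only the groups compared (6 no longer past it), the methods' t-test after adjustment (9) and leaving out 1 patient (8 calls, of C1S, C1R, FSTL1 and ADH1B without TxNormal patient 5 or 8). The probesets changed in TxNormal, 1272, became 337 with only the groups compared, 261 by the methods' t-test after adjustment and 7695 before it, 707 without array 4 and 814 without the 3 arrays. Those in TxFibrosis, 1245, became 2007 with only the groups compared, 2263 with array weights, 1963 without array 4, 2462 without the 3 arrays and 8527 by the methods' t-test before adjustment. By that unadjusted test, which the methods do not apply between groups, 1712 probesets passed for the difference of the change, 1860 between the groups at 12 months and 2235 at 0 months, where limma called 0 after adjustment. Each of these 3 counts lies below 0.05 of the 54613 probesets, the number expected by chance alone. At 12 months 1 probeset without a single gene symbol passed with a floor of 16 or of 50, though above the limit on 0 arrays, and at 0 months ZMYM2 passed with array weights (limma, adjusted p = 0.0326), a gene chosen after the values were seen. The share of called probesets that rose moved from 65.8 to 62.2% in TxNormal and from 73.2 to 67.3% in TxFibrosis after quantile normalization or cyclic loess. In TxNormal more fell than rose with only the groups compared (136 higher, 201 lower) and by the methods' t-test after adjustment (84 and 177).

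The share of cytokine probesets above the limit on under 25% of arrays was 76.6% at the 90th and 92.5% at the 99th percentile. Agreement with rt-PCR over the undetected cytokine genes rose from 0 to 1 by the methods' t-test, after cyclic loess or without the 3 arrays. It was 1 with a floor of 16 or only the groups compared, 3 with a floor of 50, and stayed at 0 with the other TGFB1 probeset. Other probesets ran in the opposite direction for TGFB1 in TxNormal and TxFibrosis (1.06 and 1.07), FN1 in TxNormal and TxFibrosis (−0.12 and −0.14) and COL1A1 (−0.77 in TxNormal, −0.0430 and −0.0141 in TxFibrosis). These were above the limit on 0 to 3 of 30 arrays, and FN1 and COL1A1 probesets above it on 12 or more arrays all rose in both groups. The correlation between probesets of one gene, by arrays above the limit of the dimmer one, moved with the percentile that sets the limit. At the 90th percentile it was 0.481, 0.671 and 0.762 in TxNormal (1 to 14, 15 to 29 and 30 arrays) and 0.537 and 0.682 in TxFibrosis (1 to 14 and 15 to 29). At the 99th it was 0.2401, 0.694, 0.862 and 0.887 in TxNormal (from 0 to 30 arrays) and 0.265, 0.720, 0.850 and 0.874 in TxFibrosis.

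With the correlation estimated from the arrays, the number of lists past the threshold was 2 for TxNormal, 6 for TxFibrosis, 0 for the difference of the change, 5 for the 12-month groups, 0 for the 0-month groups. Adjusted p of the lists whose call changed were as follows. For TxNormal no longer past the threshold adipose and muscle 0.401, complement 0.133, endothelial 0.352, matrix 0.133, interferon-inducible 0.292, later segments 0.432, macrophage 0.133, oxidative phosphorylation 0.401, proximal tubule 0.432, T and NK cell 0.404. For TxFibrosis no longer past the threshold matrix 0.0704, later segments 0.519, oxidative phosphorylation 0.487, proximal tubule 0.679, tubular injury 0.0615. For the difference of the change no longer past the threshold adipose and muscle 0.514, chemokines 0.239, complement 0.239, immediate early 0.278, interferon-inducible 0.203, interleukins 0.203, macrophage 0.203, neutrophil 0.203, proximal tubule 0.535, T and NK cell 0.274, tubular injury 0.203. For the 12-month groups no longer past the threshold adipose and muscle 0.306, chemokines 0.0551, immediate early 0.518, proximal tubule 0.405, T and NK cell 0.0573. For the 0-month groups no longer past the threshold immediate early 0.986.

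In fry, which asks whether the members move at all and compares them with no other genes, the number of lists past the threshold was 7 for TxNormal, 0 for the difference of the change, 5 for the 12-month groups, 0 for the 0-month groups. Adjusted p of the lists whose call changed were as follows. For TxNormal no longer past the threshold adipose and muscle 0.102, endothelial 0.0548, later segments 0.210, oxidative phosphorylation 0.0636, proximal tubule 0.140, T and NK cell 0.140, newly past it housekeeping 0.0277. For TxFibrosis no longer past the threshold later segments 0.442, oxidative phosphorylation 0.215, proximal tubule 0.582. For the difference of the change no longer past the threshold adipose and muscle 0.589, chemokines 0.249, complement 0.282, immediate early 0.331, interferon-inducible 0.249, interleukins 0.249, macrophage 0.249, neutrophil 0.249, proximal tubule 0.629, T and NK cell 0.331, tubular injury 0.249. For the 12-month groups no longer past the threshold adipose and muscle 0.387, chemokines 0.0742, immediate early 0.595, proximal tubule 0.405, T and NK cell 0.0817. For the 0-month groups no longer past the threshold immediate early 0.985.

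With patients as a block, the adjusted p of lists was as follows. For TxFibrosis newly past it endothelial 0.0457.

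After quantile normalization, the number of lists past the threshold was 0 for the 0-month groups. Adjusted p of the lists whose call changed were as follows. For TxFibrosis no longer past the threshold oxidative phosphorylation 0.0595, proximal tubule 0.217. For the difference of the change no longer past the threshold interleukins 0.0590. For the 0-month groups no longer past the threshold immediate early 0.118.

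After cyclic loess, the adjusted p of lists was as follows. For TxFibrosis no longer past the threshold proximal tubule 0.171.

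With only probesets above the background limit on at least 7 arrays, the number of lists past the threshold was 2 for the 0-month groups. Adjusted p of the lists whose call changed were as follows. For TxNormal no longer past the threshold adipose and muscle 0.461. For TxFibrosis no longer past the threshold proximal tubule 0.0511. For the difference of the change no longer past the threshold adipose and muscle 0.830, interleukins 0.386, neutrophil 0.139, newly past it oxidative phosphorylation 0.0216. For the 12-month groups no longer past the threshold adipose and muscle 0.337. For the 0-month groups newly past it oxidative phosphorylation 0.0119.

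Without the 12-month TxNormal array 4, the number of lists past the threshold was 2 for the 0-month groups. Adjusted p of the lists whose call changed were as follows. For TxNormal no longer past the threshold later segments 0.689. For TxFibrosis newly past it endothelial 0.0304. For the difference of the change no longer past the threshold adipose and muscle 0.578, in the opposite direction matrix 0.00153, later segments 3.18e-05, proximal tubule 0.0279. For the 12-month groups no longer past the threshold adipose and muscle 0.347, newly past it interleukins 0.0221, in the opposite direction matrix 5.65e-08, later segments 4.61e-09, oxidative phosphorylation 0.000366, proximal tubule 0.0973. For the 0-month groups newly past it oxidative phosphorylation 0.0101.

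Without the 3 arrays that stand apart, the adjusted p of lists was as follows. For TxNormal no longer past the threshold endothelial 0.0694, later segments 0.564. For the difference of the change no longer past the threshold adipose and muscle 0.657, in the opposite direction matrix 0.00678, later segments 1.55e-05, proximal tubule 0.103. For the 12-month groups no longer past the threshold adipose and muscle 0.436, newly past it interleukins 0.0273, in the opposite direction matrix 2.70e-07, later segments 8.25e-09, oxidative phosphorylation 1.06e-06, proximal tubule 0.0941. For the 0-month groups no longer past the threshold immediate early 0.478, newly past it oxidative phosphorylation 0.0397.

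Leaving out each of the 15 patients in turn gave 612 to 1474 probesets in TxNormal (642, 612, 800 and 740 without patient 4, 5, 6 and 8) and 715 to 1890 in TxFibrosis (821, 788, 768 and 715 without patient 1, 4, 6 and 9, and 1890 without TxNormal patient 4). Between the groups it gave 0 to 3 at 12 months (3 without TxNormal patient 8, among them IL7R with 2 probesets and PON3, and 1 without TxFibrosis patient 8) and 0 to 1 at 0 months (1 without TxNormal patient 4). Agreement over the undetected genes came to 0 to 2, with 2 without TxFibrosis patient 3 and 1 without TxFibrosis patient 2, 4, 7 or 8 or TxNormal patient 6 or 10. At 0 months 0 to 2 lists passed. Ranges of adjusted p for TxNormal were later segments 0.000235 to 0.989, proximal tubule 4.81e-08 to 0.0871, T and NK cell 6.55e-05 to 0.0526. Ranges of adjusted p for TxFibrosis were endothelial 0.0257 to 0.217, neutrophil 0.0484 to 0.299, proximal tubule 4.09e-06 to 0.0956. Ranges of adjusted p for the difference of the change were adipose and muscle 2.03e-06 to 0.648, endothelial 0.0447 to 0.650, matrix 0.000321 to 0.867, glucocorticoid 0.0479 to 0.499, interleukins 0.00340 to 0.103, later segments 8.41e-06 to 0.755, oxidative phosphorylation 0.000635 to 0.917, proximal tubule 3.12e-06 to 0.0257. Ranges of adjusted p for the 12-month groups were adipose and muscle 1.93e-11 to 0.345, matrix 6.68e-08 to 0.945, immediate early 4.51e-05 to 0.264, interleukins 0.0223 to 0.265, later segments 4.64e-09 to 0.733, oxidative phosphorylation 0.000435 to 0.791, proximal tubule 1.33e-10 to 0.1001. Ranges of adjusted p for the 0-month groups were immediate early 5.19e-05 to 0.799, oxidative phosphorylation 0.000356 to 0.928. Apart from the endothelial list in TxFibrosis, the block changed no other call.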

Differences from the paper's values

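Array fold changes of the paper rest on FASTLO values and those given here on MAS 5.0 signals, both as signed folds of 12 against 0 months. Which probeset stands for a gene is not given in the paper's table. For PSMB8 in TxFibrosis the paper's value is 1.83 and the value here 3.29, a difference under every alternative set before the data were examined. The next 3 values are apart from the paper's under all such alternatives too, but rest on signals under or near the limit, so they are not counted as differences. For GZMA in TxFibrosis the paper's is 2.06 and here 3.97, but GZMA was under the limit on 8 of 8 arrays at 0 months, and the least log2 change of 0.64 leaves room for the paper's value. For IL6 in TxFibrosis the paper's is −1.23 and here −2.26, between signals above the limit on 1 of 8 and 0 of 8 arrays. For FOXP3 in TxNormal the paper's is −1.07 and here 1.95, while 2 other FOXP3 probesets gave −1.12 and −1.28 (−1.36 and −2.21 in TxFibrosis, where the paper's is −1.13), and all 3 were under the limit on every array.

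For IER3 in TxFibrosis the paper's value is −1.7 and the value here −2.52. Of the alternatives set before the data were examined, array weights (−2.37), cyclic loess (−2.44) and quantile normalization (−2.39) bring it within the spread between patients of the paper's value, as does leaving out TxFibrosis patient 8 or 9, and the others leave the difference. For IL10 in TxFibrosis the paper's is −1.05 and here 1.12, which differ in sign but by far less than the spread between patients (SD of the log2 change 1.42), with IL10 above the limit on 0 of 30 arrays. A floor of 50 units (−1.01) or leaving out TxFibrosis patient 4 or 6 gives the paper's sign. Leaving out the 3 arrays that stand apart, chosen after seeing the values, does so too and closes the gap of IER3, and drops 2 of the paper's own called items (TGFB1 in TxNormal and IFNGR1 in TxFibrosis).

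The percent of arrays is another measure here, signals above a background limit in place of MAS 5.0 calls. For the IFNGR1 probeset that the paper places in an intron, the paper's value is 100% and the value here 26.7%, and for IL6 the paper's is 70% and here 10%. Both differ with the 90th and 99th percentile and with olfactory receptors alone. For TNF the paper's is 0% and here 3.33%, which only the 99th percentile brings to 0%.

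Over the undetected cytokine genes the paper finds no comparison in which array and rt-PCR go together, as was so here. With cyclic loess or the methods' t-test 1 did, and in settings run for the agreement only after the values were seen 1 did with a floor of 16 or only the groups compared and 3 with a floor of 50. For granzyme A in TxNormal, the one comparison outside the undetected genes where the paper finds array and rt-PCR apart, and which it ties to low detection, both went the same way here (log2 change 0.77, under an unadjusted p of 0.05), so that 16 of 16 comparisons over the 8 genes analysed went together. By the methods' t-test, with only the groups compared, or without TxNormal patient 2, 4, 5 or 8 the array change was not under 0.05, as in the paper. The paper's array changes of TGFB1 and FOXP3 in TxFibrosis and FOXP3 in TxNormal are significant before adjustment, and those here (−0.72, −0.21 and 0.96) are not. FOXP3 in TxNormal is under 0.05, upward, with cyclic loess, a floor of 16 or 50, only the groups compared or the methods' t-test, and no setting run here calls TGFB1 in TxFibrosis. FOXP3 in TxFibrosis is under 0.05 before adjustment, downward as in the paper, only by one of its other probesets (log2 change −1.14). That probeset does not pass the paper's sequence check.

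The transplant samples of Table 1 include arrays of other series, while the values here cover only the 30 biopsies. In Table 1 one probeset of interleukin 1 alpha is often called present in transplant samples, and here it lay above the limit on 0 of 30 arrays. One probeset of interleukin 1 beta is rarely called present there, and here it lay above the limit on 30 of 30 arrays. The other alpha probeset, rarely called present in the paper, was above the limit on 0 arrays. One probeset of interleukin 7, often called present in the transplant samples of Table 1, lay above the limit on 0 of 30 arrays here.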

Other observations

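In both patient groups early stress and glucocorticoid-induced genes were lower as lists in the 12-month biopsies, with a preset and with an estimated correlation. Lists of matrix, macrophage and complement genes were higher in both groups with a preset correlation. With an estimated one they were not past the threshold in TxNormal (0.133 each), nor was the matrix list in TxFibrosis (0.0704). Handling and ischemia of a donor organ switch such stress genes on, but whether they did so here was not tested. Interferon-inducible and T and NK cell genes rose in TxFibrosis by both tests, while in TxNormal 2 of 36 and 1 of 33 members passed and the lists did so only with a preset correlation (0.292 and 0.404 with an estimated one, and 0.0526 for T and NK cells without patient 8). The difference between the groups also passed only with a preset correlation. At 12 months the interferon-inducible and macrophage lists stood higher in TxFibrosis by both. No single probeset separated the patient groups after adjustment by limma (0 called at 12 months, 1991 under 0.05 before adjustment, 1860 by an equal-variance test of each probeset, 0 of them after adjustment). Both unadjusted counts lie below 0.05 of the 54613 probesets, the number expected by chance alone.

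The fits without 2 arrays and of cell types without array 4, the tests on tubule cells and on probesets near background, and the tests of array quality within patients were chosen only after the result was seen. Matrix genes rose in TxNormal, the group with normal pathology at 12 months, though with an estimated correlation the list did not pass (0.133). The 12-month arrays 4 and 6 hold muscle transcripts, and the list median went from 1.17 to 0.79 without array 4 and to 0.72 without both. With a preset correlation they do not carry the rise alone (adjusted p = 1.69e-15 without array 4, 1.98e-14 without both, with the list mean higher in 4 of 5 patients), while an estimated one gave 0.147 and 0.140. A smaller share of tubule cells alone would raise every other cell type alike. The podocyte median instead was −0.24, and podocyte genes lay below matrix genes in 7 of 7 patients. Their median lay at −1.41 relative to the matrix median, within the SD of 1.53 across patients. Without array 4 the gap was beyond the SD (−0.997 and 0.90, 6 of 6 patients), as it was without both arrays (−0.992 and 0.958, 5 of 5). With all arrays the test does not decide whether a smaller share of tubule cells is the only source, since the gap lies within the spread. Only in the fits without array 4, chosen after the result was seen, do podocyte genes argue against it. The endothelial median rose by 0.43 (0.27 without array 4). More matrix-producing cells, more transcripts per cell or a smaller share of tubule cells may remain.

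Changes of 2 probesets of a gene were compared across genes, by the number of arrays on which the dimmer one was above the limit. The correlation was 0.178 for 0 arrays (5510 genes), 0.572 for 1 to 14 (2105 genes), 0.733 for 15 to 29 (1732 genes) and 0.787 for 30 (1176 genes) in TxNormal, and 0.214, 0.603, 0.744 and 0.747 in TxFibrosis. That the array measures a change only above background is a candidate explanation, with a gap of 0.532 between the ends in the group with the smaller gap. It was found and tested on the same data, and genes are not independent.

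Between the patient groups, splits of the patients decide nothing about the counts of 0 probesets by limma, since a split cannot give fewer than 0 and 100 of 100 gave as many in each of the 3 comparisons. The highest other split called 2 probesets for the difference of the change, 18 at 12 months and 204 at 0 months, with a median of 0. The split with 204 may point to a structure of the 0-month samples, which was not tested.

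At 12 months the adipose and muscle list was lower in TxFibrosis (median −1.02, adjusted p = 1.86e-06) and the proximal tubule list higher (0.79, 1.31e-07), and immediate early genes (0.10, 0.0434), chemokines (0.31, 2.09e-05) and T and NK cell genes (0.63, 1.59e-11) were higher. With an estimated correlation none of these 5 passed, with adjusted p of 0.0551 to 0.518. Without the 12-month TxNormal array 4 the muscle list was at 0.347, the proximal tubule list ran the opposite way (0.0973), and the matrix list was higher (5.65e-08) and later nephron segments (4.61e-09) and oxidative phosphorylation (0.000366) lower in TxFibrosis. For 4 lists median and mean had opposite signs: interferons at 12 months (0.06 and −0.04), and at 0 months the TGF-beta family (−0.08 and 0.01), red blood cells (−0.01 and 0.01) and tubular injury (0.00 and −0.05). The remaining lists had adjusted p of 0.106 or more at 12 months and 0.0645 or more at 0 months.

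Measures of array quality did not separate groups in 20 exact or permutation tests that ignore the pairs, with a lowest adjusted p of 0.256. Within patients, the percent of probesets above the limit was higher at 12 months in 7 of 7 TxNormal patients, by 3.72 on average, the log2 limit lower in 7 of 7, by 0.21 (exact p = 0.0156 each, adjusted 0.0625 over 12 tests), and in TxFibrosis the median signal higher in 8 of 8 (exact p = 0.00781, adjusted 0.0625). Counts of TxNormal arrays above the limit therefore compare months with slightly different limits. A patient's own second array was the best match for 4 of 7 TxNormal and 7 of 8 TxFibrosis patients.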
